A study of Mus musculus with 66 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

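Cerebellum was taken from 66 C57BL/6 mice, and total RNA of each mouse was reverse transcribed with radiolabelled dCTP and hybridized to its own nylon filter of mouse cDNA clones. The gene collection is spread over a pair of such filters per mouse, and the B filter is the subject here. It carried 8448 probes. The highest array number in the labels was 67, and 1 array number was not analysed here. Groups were taken from the sex, age and diet that the labels give for each mouse, which made 16 groups, 12 of them adult. Each array was a different mouse, so the spread between arrays of a group holds both the animals' differences and those of the hybridization.

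The deposited values were Z scores that the authors had computed for each array: the spots were quantified from phosphor images, and the scores of an array were centred at 0 and scaled to an SD of 1 over its probes. Whether logarithms were taken first, and how background was treated, is not given in the sources used here. The SD of each array in intensity units was not kept, so differences are in Z units (1 SD of the probes of an array) and cannot be turned into folds. The values had 2 decimals, and 0 of them were missing. A mean of 0 on every array also means that a change of all probes in one direction cannot be seen. The files hold no signal over background and no spot quality, so the number of arrays alone describes the precision.

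Gene symbols came from the annotation of the array platform. Of the probes, 4875 had 1 symbol, 224 had several and 3349 had none, and genes were named from probes with 1 symbol only. In a reference table of mouse genes, 4861 of the single symbols had a matching gene ID, and the symbol differed for 0 of these. The pairing of symbols and probes was checked in the data, since probe names of old filters can be wrong. Different probes of the same gene had mean Z scores that correlated by 0.109 over 561 genes (one-sided permutation p = 0.0013), and the female-specific transcript Xist did not separate the sexes. Every gene name in the text therefore stands for the probe as annotated.

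Probes with a mean Z score above 0 over all arrays were kept (4109 probes), whereas the study applied that filter to each pair of conditions. The linear model also departed from the study in adjusting p values for the number of probes, a step the authors left out because many changes were small. A linear model with 1 mean per group was fitted to all 66 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), which left 50 residual degrees of freedom, and 13 comparisons were tested, with the sexes weighted equally. A probe was called at a Benjamini-Hochberg adjusted p under 0.05, all tests being two-sided. Chance alone gives on average 5% of the kept probes, or 205, an unadjusted p under 0.05. Where probes vary together, the count can lie far from 205. Random splits of the mice gave up to 2212 for diet at 24 months in females alone. A count under or above 205 therefore does not by itself decide whether chance is excluded. The study's own criteria were applied as well: a Z-ratio (the difference of the mean Z scores divided by the SD of that difference over all probes) of 1.5 or more in either direction, a mean Z score above 0 for the pair of conditions, and an unadjusted p under 0.05 from the same limma model. The study took that p from a test that was not specified in detail, and its subsequent analysis of variance was not repeated.

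The rule for naming genes was fixed before the data were examined. For each comparison it took up to 8 of the largest rises and 8 of the largest falls among called probes with a proper gene symbol, or, where no probe was called, the 3 such probes with the smallest p, given as not passing. It added the members of a short list drawn from the genes the study named and of a sex-linked list, and the 3 members with the highest mean Z score of each list of cell type markers. In the same way, 31 gene lists were fixed beforehand, covering pathways, cell types of the cerebellum and cells of neighbouring tissue. Probes of a gene were averaged for list tests, and the 16 lists with 5 or more kept genes were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The ribosomal list was drawn by symbol prefix, so that it also held the kinases Rps6ka3 and Rps6ka5.

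The spread between old and young mice was tested by an exact permutation of mice between ages within sex, over 31752 arrangements. The share of the sum of squares that went with age, diet, sex and array set was tested with 10000 permutations. Array sets were the 5 runs of array numbers in the labels, each of which held at most 1 mouse of a sex, age and diet. The authors processed the tissue in balanced batches, but the labels do not say which array belonged to which batch, so whether the sets are these batches is unknown.

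Arrays were compared before use. No pair was identical (highest correlation 0.988), and the median correlation of an array with the others ranged from 0.695 to 0.975. It was under 0.9 for 3 arrays, and alternatives without them were added after this was seen, as were a position correction (3 rounds of median polish over runs of 22 probe numbers within blocks of 528) and both together. As the restricted males of 24 months were younger than the other mice of that age, the comparisons that hold them were also made, after the data were seen, without them and their counterparts, in the same model of all groups: females alone for age in restricted mice, for diet at 24 months and for age by diet, without the restricted mice of 24 months for sex, and at 6 and 16 months alone for diet by sex. After the called probes were seen to lie in the first 4 runs of each block, the values of the first male of 17-21 days there were also taken as missing in a further fit. The alternatives fixed beforehand were quantile normalization, scaling by median and MAD, no filter on dim probes, a fit of the compared groups alone, the array set as a block, limma's array weights, the study's criteria and leaving out each mouse in turn.

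The tests were tried on simulated data for 4109 probes with the layout and the spread of these arrays, 200 probes being changed for each comparison. For the change from 6 to 24 months in ad libitum mice, 90% of 100 probes shifted by 0.5 Z units and 44% of 100 shifted by 0.25 were recovered, with 7 false calls in 141. False calls were more than the 5% aimed at from 6 to 16 months (16 in 168), from 16 to 24 months (12 in 143) and for diet at 6 and 16 months (10 in 147 and 11 in 146), and fewer in the other comparisons. For the difference of that change between the sexes the shares were 23% and 1%, and for the change from 17-21 to 33-44 days they were 71% and 18%. In 44 of the real arrays, 41.1% of the variance within groups lay on 1 component shared across probes. The array set took 15.9% of the sum of squares in adult mice. Whether the simulated data held such shared variation is not given here, so the shares may not carry over. The counts of false calls are small, and their order over the comparisons says little. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.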

Results

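Transcript levels were measured in the cerebellum of 66 male and female mice, each on its own filter of 8448 cDNA probes. Adult mice were about 6, 16 or 24 months old and had been fed ad libitum or on a calorie-restricted diet. In the oldest cohort the restricted males were all 673 days old, the ad libitum males 719 to 743 days, and the females 704 to 733 days ad libitum and 703 to 743 days restricted, so comparisons that hold these restricted males mix their treatment with a difference in age. The ad libitum groups held 10 mice at 6 months, 10 at 16 months and 9 at 24 months, and the restricted groups held 9, 10 and 8 mice. A further 10 ad libitum mice were young: 5 of 17-21 days and 5 of 33-44 days. Values are Z scores, which place each probe within the distribution of its own array, and the number of arrays limits their precision. For the change from 6 to 24 months in ad libitum mice, the median 95% interval of a probe was its difference ± 0.167 Z units. The profiles of the arrays were alike, with a median correlation of 0.968, except for 3 arrays of restricted mice whose median correlations were 0.695, 0.701 and 0.820.

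**Figure D1:**
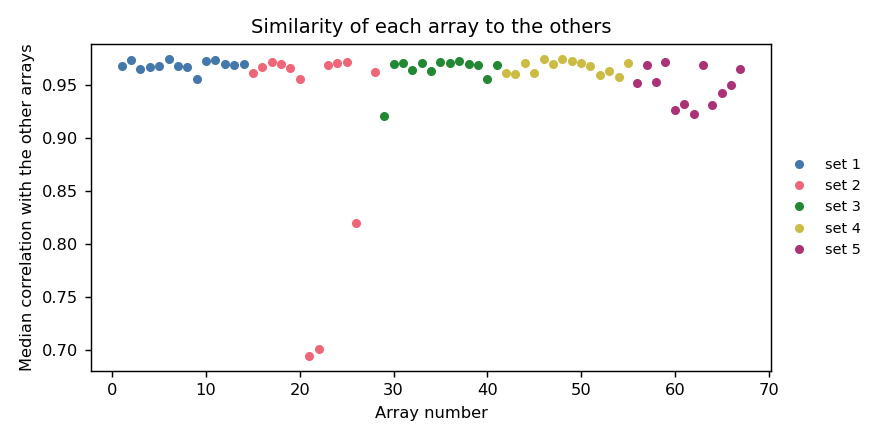
Each point is 1 array (mouse), placed by its array number in the labels (x axis) and by its median correlation with the other arrays over all probes (y axis); colours mark the 5 array sets. The 3 lowest points, at 0.695, 0.701 and 0.820, belong to the second set, and the lowest of the other arrays, that of the first male of 17-21 days, is at 0.921.

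The first question was how the cerebellum changes with age on a free diet. A short list of genes was drawn beforehand from the many that the study named, some of which it had chosen on these samples. The 4 members that were bright enough to test did not pass, Vim in a test that could not decide. The study named Vim for the cerebral cortex. It named Uchl1 from a network analysis, with the striatum most sensitive, and found it not significant in differential expression. It reported Wrn as lower with age in several regions, and measured Wrn and Jag1 by RT-PCR as well. The tests of Vim and Uchl1 in the cerebellum therefore do not repeat what the study reported. The Werner helicase gene Wrn had a mean Z score of 0.242 ± 0.0794 (SD, n = 10) at 6 months, 0.225 ± 0.0967 (SD, n = 10) at 16 months and 0.209 ± 0.0821 (SD, n = 9) at 24 months. The chromatin remodelling ATPase gene Smarca4 had means of 0.303 ± 0.199, 0.342 ± 0.157 and 0.373 ± 0.172 in the same mice, and the intermediate filament gene Vim, expressed by Bergmann glia, had means of 1.02 ± 0.0964, 1.04 ± 0.0820 and 0.940 ± 0.0671 (SD). Between 16 and 24 months Vim differed by -0.104, with an SE of 0.297 in the model of all groups. That SE holds 2 restricted mice of 16 months at -2.62 and -2.64, which are not in the groups compared, so the test cannot tell whether Vim changed with age. The ad libitum mice themselves ranged from 0.94 to 1.18 at 16 months and from 0.82 to 1.03 at 24 months. No test on their spread alone is given for Vim. The chaperone gene Hsp90aa1 differed by -0.125 (SE 0.0631) between 16 and 24 months, with an adjusted p of 1.00 in limma. Uchl1, Nos3 and Jag1 were below the mean signal and were not among the probes kept. In a fit of all probes they differed from 6 to 24 months by -0.048 (SE 0.0826), 0.285 (SE 0.157) and -0.097 (SE 0.0972). Their unadjusted p values in limma were 0.566, 0.0746 and 0.323.

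Over all 4109 probes kept, limma called 0 probes between 6 and 16 months (12 at an unadjusted p under 0.05), 0 between 16 and 24 months (53) and 0 between 6 and 24 months (16). Of the kept probes, 227 lay at position 8 of the runs of probe numbers. On the arrays of 2 restricted mice of 16 months, all probes at that position averaged -2.70 and -2.69. Their values enter the SE of every comparison in the model of all groups. As for Vim, the tests of these 227 probes in that model cannot tell whether they changed with age. In these age comparisons the unadjusted counts ranged from 1 to 109, from 17 to 108 and from 9 to 108 on the omission of single mice. They were under the 205 of chance throughout. Counts so far under 205 are not what independent probes give by chance, so they do not tell how many probes changed with age. The lowest were found without the second female of 6 months, the first male of 16 months and the fourth male of 24 months, and the highest without the fifth female of 6 months, the first female of 16 months and again the fifth female of 6 months. The genes with the smallest p, none of which passed, were for the first interval the zinc finger gene Zkscan17 (difference -0.138, SE 0.0542), the ribosomal protein gene Rps15 (0.146, SE 0.0652) and Spred1, an inhibitor of Ras signalling (-0.113, SE 0.0510). For the second interval they were the lipid kinase gene Pikfyve (0.241, SE 0.0924), the G protein subunit gene Gna12 (-0.118, SE 0.0451) and again Spred1 (0.133, SE 0.0526), whose mean Z score was 0.736, 0.623 and 0.760 at the 3 ages. From 6 to 24 months they were Vwa5a (-0.116, SE 0.0496), the Rab regulator gene Tbc1d17 (-0.212, SE 0.0936) and the centromere gene Cenpl (0.0918, SE 0.0445). The smallest adjusted p was 1.00 in each of these comparisons. With limma's array weights 41 probes were called between 6 and 24 months, 37 of them higher in old mice.

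At the thresholds of the study, which involve no adjustment for the number of probes, 33 probes changed between 16 and 24 months, 19 of them higher and 14 lower in old mice. The balance turned with the setting: 17 were higher and 18 lower with quantile normalization, 56 and 68 with a z test, and 30 and 36 without the 3 arrays of low correlation, while with the array set as a block 46 were higher and 27 lower. Rps6ka5, a kinase gene, was among those higher, with Aplf, Amhr2, Ift122 and Sfmbt1. Among those lower were the chaperonin gene Cct2, the splicing factor gene Srsf10, the Hedgehog pathway gene Gli2, the G protein subunit gene Gng2, the actin regulator gene Diaph1, and Anp32b, Fam83h and Fam13b. These 13 genes are all that had a single symbol, and they were named after their values were seen. The share of the membrane that was aging-associated by this measure was 0.391%, and it was 0.864% with the array set as a block and 1.47% with a z test in place of limma's. Of the 42 probes that changed in either interval, 9 changed between 6 and 16 months alone, a share of 21.4%. The probes lay close together on the membrane: 17 of the 33 had another of them within the same run of 22 probe numbers, against a median of 2 in random draws of kept probes (one-sided permutation p = 1e-04, the smallest these draws can give, in a test chosen after the probes were seen). Both shares also moved by more than 1.5 times on the omission of single mice: the first was 0.130% and 0.178% without the first replicates of the males of 16 and 24 months, 0.758% without the third of the males of 16 months, 0.959%, 0.592%, 0.237% and 0.189% without the first, the second, the third and the fifth of the females of 16 months, and 0.249% without the second of the females of 24 months.

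A single mouse moved the share of changes confined to the first interval still further. It was 36.0%, 2.63%, 11.4% and 67.0% without the first, the second, the fourth and the fifth replicates of the females of 6 months, and 32.7% and 8.11% without the fourth and the fifth of the males of that age. Without the second, the third, the fourth and the fifth of the females of 16 months it was 39.8%, 50.0%, 10.2% and 11.1%, and without the second and the fourth of the males 12.2% and 8.33%. At 24 months it was 34.8% and 11.1% without the first and the second of the males, and 13.7% without the third of the females.

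In restricted mice, Synj2bp, Vdac3 and Vars2 had the smallest p between 6 and 24 months, and none passed. Synj2bp differed by -0.159 (SE 0.0594), the porin gene Vdac3 by -0.189 (SE 0.0787), and the tRNA synthetase gene Vars2 by 0.209 (SE 0.0916). Limma called 0 probes (17 at an unadjusted p under 0.05, and from 4 without the third restricted male of 24 months to 74 without the fifth restricted female of 6 months), and 15 passed the study's criteria. In females alone, in whom the diets were alike in age, 0 were called in limma and 276 had an unadjusted p under 0.05, and this count was 996, 9 and 431 without the first, the second and the third restricted females of 24 months and 119, 91 and 728 without the second, the fourth and the fifth of 6 months. Of the 276 probes, 57 had a difference of the same direction in males, and in males alone 12 had an unadjusted p under 0.05 in limma. At the study's criteria 103 probes passed in females alone (1.22% of the membrane), 20 with a z test and 6 without the 3 arrays of low correlation. Whether restriction altered the change with age was tested directly. The difference between the diets in that change was -0.169 (SE 0.0776) for the chaperonin gene Tcp1, -0.140 (SE 0.0653) for Cenpl and -0.153 (SE 0.0743) for Cisd1, an iron-sulphur protein gene. None passed, 0 probes were called in limma (3 at an unadjusted p under 0.05, and 0 to 8 on the omission of single mice), and the smallest adjusted p was 1.00. In females alone 0 were called in limma and 537 had an unadjusted p under 0.05. The latter count was 1156 and 80 without the first and the second restricted females of 24 months, 322 without the second ad libitum female of that age, 331, 342 and 839 without the second, the fourth and the fifth restricted females of 6 months, and 1257 and 116 without the second and the fifth ad libitum females of 6 months. Of the 537 probes, 5 had a difference of the same direction in males, and in males alone 244 had an unadjusted p under 0.05 in limma. The Tcp1 difference became 0.00872 with the position correction and without the 3 arrays of low correlation.

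The effect of diet was compared at each age. At 6 months the genes nearest to a difference were Ift81, a part of the transport machinery of cilia (0.113, SE 0.0464), the lipid enzyme gene Lpgat1 (-0.124, SE 0.0582) and Cisd1 (0.101, SE 0.0506). At 24 months they were Prkar2a, a regulatory subunit of protein kinase A (-0.230, SE 0.0940), Gdi2, which recycles Rab proteins (-0.162, SE 0.0664), and Nrbp2 (-0.119, SE 0.0528). None of these passed: limma called 0 probes at 6 months (3 at an unadjusted p under 0.05) and 0 at 24 months (26), with adjusted p values of 1.00 for the smallest in each. The unadjusted counts ranged from 2 to 11 and from 12 to 73 on the omission of single mice, the last without the first restricted female of 24 months. At the study's criteria, 3 probes passed at 6 months (0.0355% of the membrane) and 15 at 24 months (0.178%), and the shares were 0.0947% and 0.864% with the array set as a block and 0.0947% and 0.616% with a z test. At 6 months the share was 0.0710% with the position correction and 0.142% with it and without the 3 arrays of low correlation, and at 24 months it was 0.308% without these arrays and 0.272% at a Z-ratio threshold of 1.0.

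At 24 months females were also compared alone, since their ages were alike on both diets. Limma called 0 probes, with a smallest adjusted p of 0.0751, and 1430 had an unadjusted p under 0.05, of which 59 had a difference of the same direction in males. In males alone 0 were called in limma and 442 had an unadjusted p under 0.05. The differences in females were -0.422 for Prkar2a (adjusted p = 0.0924), -0.004 for Gdi2 and 0.002 for Nrbp2. The comparison rested on the second restricted female, 1 of the 3 arrays of low correlation, without which 0 probes were called in limma and 204 had an unadjusted p under 0.05, near the 205 of chance. The latter count was 219 without all 3 arrays. Without the first, the fourth and the fifth restricted females 1353, 5 and 32 probes were called, without the first ad libitum female 1, and with the array set as a block 1, while the unadjusted count was 912 without the second ad libitum female. At the study's criteria 392 probes passed in females (4.64% of the membrane), 2.79% with a z test, 1.55% without the 3 arrays of low correlation and 0.888% with the position correction as well.

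At 16 months restricted mice had a lower mean for the ribosomal protein gene Rpl10 (-0.193 ± 1.38 against 0.619 ± 0.145, SD, n = 10 each) and for Mbtps1, a protease gene that activates sterol regulators (1.24 ± 0.382 against 1.504 ± 0.0792). The RNA-binding protein gene Syncrip had the higher mean in restricted mice (0.425 ± 0.505 against 0.025 ± 0.396), and Vim the lower one (0.289 ± 1.54 against 1.04 ± 0.082). The adjusted p was 0.334 in limma for each of these 4 genes, and 0 probes were called, with 365 at an unadjusted p under 0.05, of which 328 were lower in restricted mice. The wide spread in restricted mice came from the second replicates of the males and females, and that of Syncrip in ad libitum mice from the fifth female (-1). On both arrays the 384 probes at the eighth position of each run of 22 probe numbers averaged -2.70 and -2.69, against 0.309 on the other 63 arrays of higher correlation, and 226 of the 365 probes lay at that position. Without the male of this pair 130 probes, without the female 88 and without both 44 probes had an unadjusted p under 0.05 and 0 were called. At the study's criteria 254 probes passed (3.01% of the membrane). The number was 56 (0.663%) without the 3 arrays of low correlation, 18 (0.213%) with the position correction as well and 5 (0.0592%) with a z test, and 0 probes passed in the same direction at 2 or more ages.

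**Figure D2:**
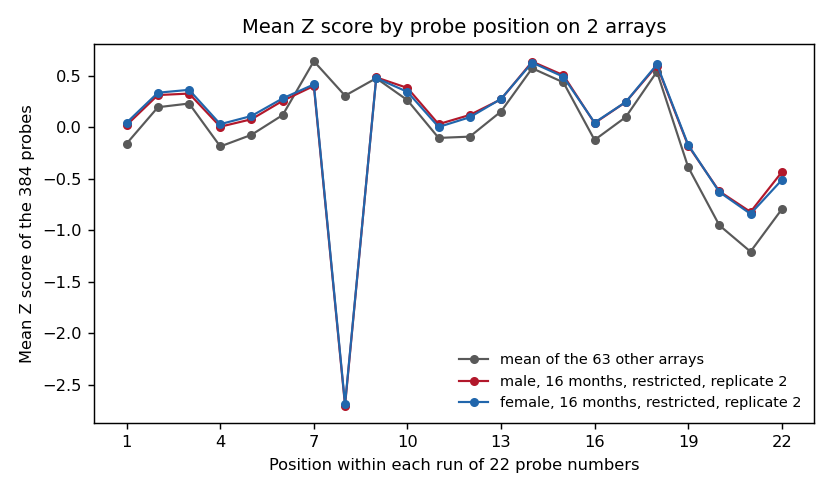
Mean Z score (y axis) of the 384 probes at each position within the runs of 22 probe numbers (x axis), for the second replicates of the restricted males and females of 16 months and for the mean of the 63 arrays of higher correlation. At position 8 the 2 arrays are at -2.70 and -2.69 and the others at 0.309.

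The sexes were compared over the adult ages and diets. The lysosomal membrane gene Lamp1 had a mean of 1.46 ± 0.0790 (SD, n = 30) in females and 1.39 ± 0.0918 (SD, n = 26) in males, the membrane-binding protein gene Anxa2 0.0753 ± 0.102 and 0.162 ± 0.152, and the kinesin gene Kif3a 0.190 ± 0.243 and 0.320 ± 0.194. None of the 3 passed (smallest adjusted p 0.999 in limma), 0 probes were called and 24 had an unadjusted p under 0.05 (14 to 41 on the omission of single mice, and 30 without the restricted mice of 24 months). Genes of the sex chromosomes did not differ measurably either. The X-linked histone demethylase genes Kdm5c and Kdm6a differed by 0.0491 (SE 0.0453) and -0.0218 (SE 0.0616) between females and males. At the probe annotated as Xist, which is transcribed in females, the mean was -0.959 ± 0.173 (SD, n = 30) in females and -1.01 ± 0.169 (SD, n = 26) in males, and at the probe annotated as the Y-linked Uty it was -0.699 ± 0.181 and -0.724 ± 0.167. Neither probe, both below the mean signal, separated the sexes. The study's criteria passed 15 probes, and 24 without the restricted mice of 24 months.

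Whether the sexes age alike was tested in ad libitum mice. The integrin gene Itga3 had a mean of 1.18 ± 0.193 (SD, n = 5) in females of 6 months and 1.46 ± 0.0766 (SD, n = 5) in those of 24 months, while males had 1.37 ± 0.128 (SD, n = 5) and 1.15 ± 0.169 (SD, n = 4). The difference between these changes was 0.502 (SE 0.116) for Itga3, 0.499 (SE 0.143) for Rpl7l1, a gene related to a ribosomal protein, and 0.427 (SE 0.123) for Ccar2, a cell cycle and apoptosis regulator. None of the 3 passed: the adjusted p in limma was 0.277 for Itga3 and 0.295 for the others. Among pathway genes, 9 of 11 proteasome genes and 18 of 21 ubiquitin enzyme genes had a negative difference, and 4 and 7 members of the lists had an unadjusted p under 0.05, among them the positive Usp1 (0.381, SE 0.159) and Usp32 (0.448, SE 0.199), with adjusted p of 0.168 and 0.208 in camera and of 0.852 for both with an estimated correlation. Limma called 0 probes, while 676 had an unadjusted p under 0.05, more than the 205 of chance. The count of calls was 1 without the first replicate of the males of 24 months and 1935 with array weights, and the adjusted p of Itga3 was 0.0269 without that male and ranged from 0.000295 with array weights to 0.665 over the alternatives. With array weights Rpl7l1 and Ccar2 were called as well (adjusted p = 0.000295 and 0.00817). The unadjusted count was 1450, 446 and 178 without the second, the third and the fifth replicates of the females of 6 months, 384 without the third of the males of 6 months, 435 without the second of the females of 24 months, and 1195, 323 and 381 without the first, the second and the fourth of the males of 24 months.

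Diet was crossed with sex in the same way. The smallest p belonged to the transcriptional cofactor gene Ssbp3 (0.314, SE 0.0800), to Psmb5, a catalytic subunit of the proteasome (0.311, SE 0.0829), and to the transcription factor gene Rfx3 (0.308, SE 0.0836), in each case with the more positive effect of restriction in females. None passed (adjusted p = 0.594 in limma for each), and 0 probes were called, with 333 at an unadjusted p under 0.05. The proteasome list held 9 of 11 genes with a positive difference, among them Psmd10 (0.210, SE 0.0778), and Psmb5 was called when p values were adjusted over the list alone. The adjusted p of the list was 0.1499 in camera and 0.815 with an estimated correlation. With array weights 758 probes were called, Ssbp3, Psmb5 and Rfx3 among them (adjusted p = 0.00214 for each, against up to 1.00 over the alternatives). At 6 and 16 months alone, where no such gap in age exists, 0 probes were called in limma, 7 had an unadjusted p under 0.05, and the differences were 0.201 for Ssbp3, 0.1505 for Psmb5 and 0.136 for Rfx3. The unadjusted count was 127 with the position correction and 104 with it and without the 3 arrays of low correlation, both under the 205 of chance. It was 544 and 189 without the first and the second replicates of the restricted females of 24 months, 537 and 209 without the first and the fourth of the ad libitum males of 24 months, 699 without the fifth of the ad libitum females of 6 months and 507 without the fifth of the restricted males of 16 months.

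The youngest mice carried the only differences that passed in the model of all groups. From 17-21 to 33-44 days, 21 probes were higher and 0 lower in limma, and the 6 named genes were Vcp, the ATPase that extracts ubiquitinated proteins, Hspa8, the constitutive heat shock cognate protein, the glyoxalase gene Glo1, Immt, which shapes the inner mitochondrial membrane, Cryl1 and Ltbp1, a binding protein of latent TGF-beta. Vcp rose by 0.587 Z units (SE 0.137, adjusted p = 0.0279), Hspa8 by 0.569 (SE 0.122, adjusted p = 0.0279), Cryl1 by 0.515 (SE 0.123, adjusted p = 0.0279), Immt by 0.501 (SE 0.127, adjusted p = 0.0438), Glo1 by 0.4925 (SE 0.117, adjusted p = 0.0279) and Ltbp1 by 0.460 (SE 0.116, adjusted p = 0.0437). From 17-21 days to 6 months, 41 probes rose and 0 fell in limma. The 8 genes named for that interval were the germline helicase gene Tdrd9 (0.478, SE 0.120), Hspa8 (0.472, SE 0.105), Mid1ip1, a regulator of fatty acid synthesis (0.472, SE 0.126), the GABA transporter gene Slc6a13 (0.464, SE 0.111), Vcp (0.462, SE 0.118), Immt (0.458, SE 0.109), Cryl1 (0.449, SE 0.106) and the spliceosomal gene Snrpe (0.429, SE 0.111), with adjusted p from 0.0265 to 0.0437. Of the called probes, 20 of the 21 and 23 of the 41 were among the brightest 5% of those kept. Other probes of these genes gave 0.412 and -0.00667 for Vcp and 0.378 for Hspa8 in the first interval, the second of these at a probe below the mean signal and the others in the same 4 runs at the start of a block as the called probes.

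These calls rested on 1 array. For Vcp, the 5 mice of 17-21 days had Z scores of 2.27, 2.19 and 2.08 (females) and 0.77 and 1.99 (males), and the low value was that of the first male throughout: the median over the 21 probes was 0.77 in this male, between 2.08 and 2.16 in the females and 1.89 in the other male. The array of the first male, whose median correlation of 0.921 was 0.967 after the position correction, was low in a part of the membrane. In the first 3 of the 24 runs of 22 probe numbers that make up a block, all its probes had medians of -0.661, -0.656 and -0.4275 against the other mice of that age, and in the fourth -0.129. Of the 66 arrays it had the lowest signal in these 4 runs relative to the others (-0.604, the next being at -0.144). They hold 19.6% of the kept probes and 21 of the 21 and 40 of the 41 called ones. When the values of this array in these runs were taken as missing, 0 probes were called in either interval in limma (239 and 151 at an unadjusted p under 0.05), and 0 were called among the 3304 probes of the other runs (205 and 140). Without the first male 0 probes were called in either interval in limma (186 and 128 at an unadjusted p under 0.05), and the differences of Vcp, Hspa8 and Glo1 in the first interval were 0.282, 0.297 and 0.168. Without the second male 468 and 439 probes were called. Either omission leaves 1 male at 17-21 days, the low first male in the latter case, and the model then takes the variance of this sex and age from the other groups. For the first interval the count was 13, 0 and 0 without the first, the second and the third females of 17-21 days, 0 and 6 without the first and the second females of 33-44 days, and 55 and 0 without the second and the third males of that age. For the second interval it was 10, 0 and 0 without the females of 17-21 days in the same order, 17 and 0 without the third and the fourth males of 6 months, and 0 without the fifth female. With the array set as a block 0 probes were called in the first interval in limma (325 at an unadjusted p under 0.05) and 27 in the second, and the median differences over the 21 and the 41 probes were 0.440 (SE 0.118) and 0.401 (SE 0.0995), against 0.532 and 0.444 without it. Within a sex no array set held mice of both 17-21 and 33-44 days, so for the first interval the block rests on the other groups. Quantile normalization left 1 call in the first interval (median difference 0.427, SE 0.107).

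**Figure D3:**
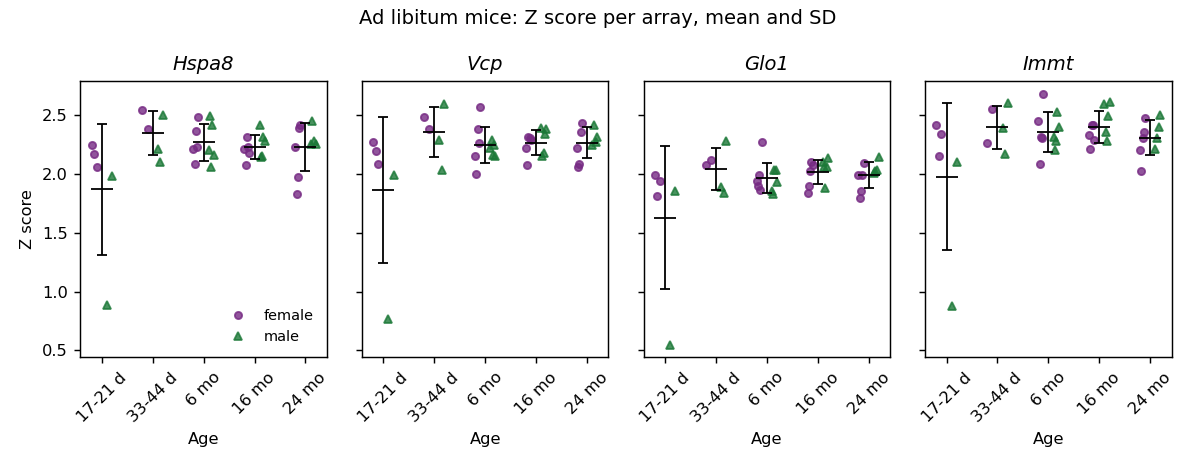
Z scores (y axis) of 4 named genes in ad libitum mice by age (x axis; d, days; mo, months). Points are mice, circles for females and triangles for males, and the bars give the mean and SD of each age. At 17-21 days 1 male lies at 0.89 for Hspa8, 0.77 for Vcp, 0.55 for Glo1 and 0.88 for Immt, below all other ad libitum mice.

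Of the 16 gene lists tested over the 13 comparisons (208 pairs), limma's camera called 0 at the preset correlation, 0 with an estimated correlation, and fry called 0. As the probe names are doubtful, these tests cannot tell whether a pathway itself changed. In camera at the preset correlation neurite growth genes came nearest, with 7 of 9 members higher at 33-44 than at 17-21 days (median 0.136, adjusted p = 0.123, 0.756 with an estimated correlation and 0.0576 in fry). Of these, the extracellular matrix gene Tnc differed by 0.399 (SE 0.118), and 1 member was called when adjusted over the list alone. At 6 months 8 of the 9 were higher than at 17-21 days (adjusted p = 0.147, 0.663 with an estimated correlation and 0.0559 in fry), and Tnc was called over all genes (0.386, SE 0.101, adjusted p = 0.0496 in limma over gene means). Without the first male of 17-21 days 0 probes were called in limma in that interval, with 128 at an unadjusted p under 0.05. Chaperones had 9 of 12 members higher at 6 months than at 17-21 days (adjusted p = 0.274, 0.663 with an estimated correlation and 0.0559 in fry), 1 of which was called over all genes and 2 when adjusted over the list alone. For the heat shock cognate gene Hspa8 the difference in that interval was 0.472, and 0.200 when the first male of 17-21 days was left out. Between 16 and 24 months, 16 of 19 genes of oxidative phosphorylation, 8 of 12 chaperones and 9 of 12 microglial and immune genes had a lower mean in old mice (adjusted p = 0.304 for each, and 0.448 with an estimated correlation, the smallest value of that test), with 0 members called. In camera at the preset correlation the smallest adjusted p over the comparisons was 0.1499 for the proteasome, 0.208 for ubiquitin enzymes, 0.643 for Wnt signalling, 0.583 for telomere and Werner partners, 0.586 for Notch signalling, 0.683 for synaptic vesicle trafficking, 0.292 for ribosomal proteins and for the lysosome, 0.643 for oxidative stress defence and 0.682 for cell division. In 21 of the pairs at least 1 gene was called when adjusted over the list alone. Without the filter on dim probes, 1 pair was called, ribosomal proteins, lower in females (adjusted p = 0.00372 in camera, and 0.718 with an estimated correlation). With 1 male left at 17-21 days, proteasome genes were called as higher at 6 months without the first male (adjusted p = 0.00967, and 0.678 with an estimated correlation), and neurite growth genes as higher at 33-44 days and at 6 months without the second (adjusted p = 0.0159 and 0.0183, and 0.219 and 0.238 with an estimated correlation).

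Markers of cell types were followed singly where their lists were short, and the same doubt about probe names holds for them. Among the markers with the highest signal, Slc6a13, carried by meningeal fibroblasts, was the only call, higher at 6 months than at 17-21 days (adjusted p = 0.0477 over gene means), and its difference fell from 0.464 to 0.161, with 0 probes called in limma and 128 at an unadjusted p under 0.05, without the first male of 17-21 days. The other lists gave their smallest p with no call. For granule neurons that was Nfia, which differed by -0.166 (SE 0.0721) from 17-21 to 33-44 days, for Purkinje neurons Calb1 (-0.202, SE 0.0902, to 6 months), for brainstem neurons Hoxb3 (0.161, SE 0.0690, to 33-44 days), and for oligodendrocytes Tmem63a, for endothelium and pericytes Pdgfrb and for choroid plexus Cdkn1c, all in the difference of age changes between the sexes (-0.380, 0.378 and 0.536). For inhibitory interneurons, astrocytes, immune cells and blood, it was Kit (-0.558, SE 0.228), Vim (-0.752, SE 0.289), Ifitm2 (-0.929, SE 0.326) and Hba-a2 (-0.845, SE 0.337) for diet at 16 months, the comparison with the 2 deviating arrays. The astrocyte and Bergmann glia list as a whole had a smallest adjusted p of 0.236 in camera, that of microglia and immune cells 0.304 and that of meninges and fibroblasts 0.682.

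The profile as a whole was compared between ages, diets and sexes. The variance between ad libitum mice of a sex was lower at 24 than at 6 months, with a median log2 ratio of -0.87 over the probes, within the range of chance (exact two-sided permutation p = 0.257). On the omission of single mice it ranged from -1.21 to -0.29, with exact permutation p from 0.0689 to 0.712, and was -0.51 and -0.29 without the second and the fifth females of 6 months. It was -0.52 with the position correction, and the ratio was -0.23 for 24 against 16 months (exact two-sided permutation p = 0.555). The median SD was 0.176, 0.138 and 0.131 at 6, 16 and 24 months. Age accounted for 4.22% of the sum of squares in adult mice (permutation p = 0.2505), diet for 2.04% (permutation p = 0.321) and sex for 0.372% (permutation p = 0.982), while the array set, which is the run of array numbers in the labels, accounted for 15.9% (permutation p = 0.0012). With the set as a block limma called 0 probes in each of the 11 comparisons of adult mice. The counts at an unadjusted p under 0.05 were then 32, 109 and 45 for age (6 to 16, 16 to 24 and 6 to 24 months, ad libitum), 27 for age in restricted mice, 11, 396 and 113 for diet at 6, 16 and 24 months, 22 for sex, and 7, 766 and 278 for age by diet, age by sex and diet by sex.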

Values the study reported

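The study counted as aging-associated those genes that changed between middle and old age, and reported that they made up 1.2% of the genes in the cerebellum. It stated that 64% of the age-responsive genes of the cerebellum changed between young and middle age with no later change. For caloric restriction, it stated that the share of genes with a significant effect stayed below 0.5% in each region it studied.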

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

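Among the tests in this part, those of failed spots on 2 arrays, of the intensity distribution, position, array set and first runs of 1 array in the youngest mice, and of position, the 3 arrays of low correlation, 1 array and a shared component in the comparison of sexes, with the sizes of differences before and after each setting and the splits of the unadjusted counts for diet by sex, for the change from 17-21 to 33-44 days and for females alone, and of the models with the array set, were chosen only after the results were seen.

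Samples that lay far from the others of their sex, age and diet were sought by Dixon's test over 315 groups of values. It marked 29 (9.21%), where chance flags about 1 in 20 groups. For the median correlation with the other arrays the values were 0.695 and 0.701 in the second replicates of the restricted males and females of 16 months, 0.820 in the second of the restricted females of 24 months and 0.955 in the first of the ad libitum males of 16 months. In the second restricted male and female of 16 months, the values were also apart for Mbtps1 (0.59 and 0.5), Syncrip (1.31 and 1.43), Rpl10 (-2.94 and -2.64) and Vim (-2.62 and -2.64). In the second restricted female of 24 months Ssbp3 was at 0.72, Rfx3 at 2.24 and Wrn at -0.04. In the fifth restricted female of 6 months Lpgat1 was at -0.07, Lamp1 at 1.63, Tcp1 at 0.41 and Kdm6a at 0.52, and in the second restricted male of that age Kdm6a was at -0.07. In ad libitum mice of 6 months the fifth female was apart for Tdrd9 (2.03), Hsp90aa1 (0.28) and Kdm6a (0.59), the first male for Ccar2 (0.31) and the fourth male for Cisd1 (-0.32). In those of 16 months the fourth female was apart for Pikfyve (-0.67), the fifth female for Syncrip (-1) and the first male for Kif3a (0.62). In those of 24 months the first male was apart for Prkar2a (0.3).

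The probes with an unadjusted p under 0.05 for diet at 16 months (365) may come from failed spots on 2 arrays. Without these arrays the count was 44, under the 205 of chance, and the median difference at the eighth run position went from -0.716 to -0.0273. A restriction effect shared by the other mice would have left most of each difference in place, whereas the median over the 365 probes of the difference without the 2 arrays over that with them was 0.0693, and 0.190 over those outside the eighth run position, with 70.7% of the 365 keeping their direction. Chance could not be excluded either, since 46 of 100 splits of the mice gave as many probes (highest other 819). These splits held the 2 arrays as well, which may rebuild the count when both fall on the same side. They therefore cannot say whether chance is excluded among the other mice. An effect of restriction on other probes stays open.

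The probes that were higher after 17-21 days may come from low signal on 1 array, that of the first male, in the first 4 of the 24 runs of each block, where 21 of the 21 and 40 of the 41 lie (highest 11 and 19 in random draws), where this male was also low at kept probes that were not called (median -0.625 against the other mice of that age), and outside which its brightest 5% of probes were not low (0.130). Without its values there 0 probes were called in limma (239 and 151 at an unadjusted p under 0.05) and the median differences went from 0.532 to 0.244 (SE 0.116) and from 0.444 to 0.153 (SE 0.102), and 0 were called without the whole array, which leaves 1 male at that age. The correction of position on all arrays, with 19 and 27 calls, decides nothing, as it left this male lowest at the called probes (-0.715 and -0.632, from -1.42 and -1.37), while the intensity distribution and the array set are argued against as whole causes for the second interval (36 of the 41 among 53 calls and a median of 0.375, SE 0.0939, with quantile normalization, 27 of the 41 and 0.401, SE 0.0995, with the set as a block) and stay open for the first, where 1 and 0 calls were left as the medians went to 0.427 (SE 0.107) and 0.440 (SE 0.118), by more in proportion than their SE. For the first interval 4 of 100 splits gave as many calls (highest other 144, real 21), but 13 of 100 reached the 514 probes at an unadjusted p under 0.05 (highest other 1085), and 29 of 100 the 325 with the array set in the model (highest other 722), so that chance is hardly excluded for the calls and not for the unadjusted counts; for the second 8 of 100 did (highest other 228, real 41), and 15 with the set (highest other 248, real 27), so that chance was not excluded, and splits with several times the real count point to a structure of the samples. These splits held the array of the first male as well, and their counts may follow the side on which it falls. The splits therefore cannot say whether chance is excluded among the other mice. Growth of the cerebellum at these ages stays open for the differences left without that male, as untested.

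The 676 probes with an unadjusted p under 0.05 for age by sex were reached by 4 of 100 splits (highest other 1475), and with the array set in the model 5 of 100 reached the 766 (highest other 1534), on either side of the limit of 5, so that chance is hardly excluded, and the high counts point to a structure of the samples. Array set is argued against by a count of 766 with the block against 676 without it. The median difference over the 676 probes was 0.365 (SE 0.152) with the block and 0.374 (SE 0.162) without it. The count of 1005 without the 3 arrays of low correlation decides nothing, as those mice are not in the groups compared. Position stays open, with a count of 552 but a median of 0.153 (SE 0.0946) under its correction, as does the fifth ad libitum female of 6 months, without which the count was 178 but the median still 0.292 (SE 0.159). Across probes, which are not independent replicates, the difference also correlated by 0.8285 with the first component of 44 of the 47 arrays outside the comparison. Those of low correlation were left out (with them it was 0.0289 for the first component and 0.872 for the second). Variation between arrays that is present in other groups would give such a correlation. A difference in aging between the sexes, tested above with 0 calls in limma, stays open, as no test here separates it from such variation.

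With 0 calls in limma, a count of splits cannot say whether chance is excluded, since every split gives 0 or more (100 of 100 in each of 11 comparisons). The highest other count of calls was 0 for age from 6 to 16 months, 0 from 16 to 24, 5 from 6 to 24 ad libitum and 0 restricted, 2, 1 and 186 for diet at 6, 16 and 24 months, 373 for sex, 0 for age by diet, 186 for age by sex and 161 for diet by sex. The unadjusted counts were 12, 53, 16, 17, 3, 365, 26, 24, 3, 676 and 333 in that order. The 333 of diet by sex (127 with position correction, and 7 at 6 and 16 months alone) were reached by 26 of 100 splits, so that chance was not excluded, and the highest other count of 1416 points to a structure of the samples. In females alone the 276, 1430 and 537 probes at an unadjusted p under 0.05 for age in restricted mice, diet at 24 months and age by diet were reached by 39, 5 and 18 of 100 splits (highest other 1628, 2212 and 2030), so that chance was not excluded there either. Leaving out the second restricted female of 24 months gave counts of 9, 204 and 80. Leaving out all 3 arrays of low correlation gave 10, 219 and 82. These counts were near or under the 205 of chance. For the 0 restriction effects at 2 or more ages by the study's criteria (highest other 85) and the 0 gene lists called in camera (highest other 7), all 100 splits likewise gave as many by construction. For the aging-associated share of 0.391% and the share of 21.4% confined to the first interval, 49 and 78 of 100 splits gave a value as large (highest other 5.55% and 98.2%), so that chance was not excluded.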

How the results depend on the processing

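The alternatives without the 3 arrays of low correlation, with a position correction, without the restricted males of 24 months and their counterparts and without the values of 1 array in the first runs were chosen after seeing the data. Of 1526 alternative values of named genes, 1340 kept their direction and side of the threshold, 177 no longer passed, 7 newly passed, and 2 reversed, Tcp1 for age by diet (0.00872 with position correction and without the 3 arrays) and Nrbp2 for diet at 24 months (0.002 in females alone). The study's criteria, which adjust for nothing, counted 10, 33 and 10 probes for age (6 to 16, 16 to 24 and 6 to 24 months ad libitum), 15 for age in restricted mice, 3, 254 and 15 for diet at 6, 16 and 24 months, 15 for sex, 1, 328 and 217 for age by diet, age by sex and diet by sex, and 290 and 271 for the intervals from 17-21 days. Array weights called 41 probes from 6 to 24 months ad libitum, 1935 for age by sex, 758 for diet by sex, and 33 and 0 for the intervals from 17-21 days. From 17-21 to 33-44 days, calls numbered 1 with quantile normalization, 0 with median and MAD, 0 without a filter, 47 without the 3 arrays and 0 with the compared groups alone. Without the values of the first male of 17-21 days in the first runs they numbered 0 in both intervals. To 6 months they numbered 0 without a filter, 27 with position correction and 0 with the compared groups alone. The aging-associated share was 1.47% with a z test, 0.781% without the 3 arrays, 0.225% with position correction and 0.698% with diets averaged. The share confined to the first interval was 7.46%, 12.0%, 45.7% and 43.8% in that order, and 35.7% with position correction and without the 3 arrays. Without a filter 1 gene list was called. Leaving out 1 mouse gave 0 to 1 calls for age by sex, 0 to 468 and 0 to 439 for the intervals from 17-21 days, shares of 0.130% to 0.959% and 2.63% to 67.0%, and 0 to 2 gene lists. The array numbers were not taken as pairing the mice, since 197 of 404 pairs within a set had deviations that correlated by over 0.1 and the others did not, although the mean was 0.120 within array sets and -0.0403 between them and 35 arrays correlated best within their own set. The set as a block gave 0 and 27 calls for the intervals from 17-21 days and an aging-associated share of 0.864%. Apart from the effects of construction, such as fewer mice, the cause was not tested. Signal over background was not used here, so what it limits is unknown.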

Other observations

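The checks of probe names and of the correlation between the sexes and the comparison of females alone in this part were chosen only after other results were seen.

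Mean Z scores of different probes of a gene correlated by 0.109 across 561 genes, which are not independent replicates (one-sided permutation p = 0.0013, highest shuffled value 0.129). Differences between the probes of a gene in length and sequence can also keep this value low, so it does not tell how many names are wrong. The 97 probes annotated as ribosomal protein genes had a median mean Z score of -0.0411, and 46.4% of them were above 0. For all probes these values were -0.0348 and 48.6%, so these names did not set their probes apart in signal. Where names are wrong, the results of gene lists and cell type markers cannot tell whether those pathways or cells changed.

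In ad libitum females 122 probes had an unadjusted p under 0.05 between 6 and 24 months, 104 of them higher at 24 months, and in males 376 had, 279 of them higher. Limma called 0 in each sex. Across probes the changes of the sexes correlated by -0.656, and 6 of 100 splits of the mice gave a correlation as low (lowest other -0.778).

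The shares here cover the B filter alone, while those of the study cover the whole gene collection, and the p test of the study was not given in detail. The ad libitum males of 24 months number 4 here, fewer than in the design that the study lists. The aging-associated share was 0.391% of the membrane, 0.864% with the array set as a block, 1.47% with a z test, and from 0.130% to 0.959% on the omission of single mice. The share with a z test is higher than the value quoted from the study above and the others are lower, but with unlike mice, filters and tests the direction says little. The share of responsive probes that changed in the first interval alone was 21.4%, and it ranged from 2.63% to 67.0%, the latter without the fifth female of 6 months, on the omission of single mice. That is lower than the value quoted from the study above with all mice, and higher at the top of the range. Restriction at 16 months passed the criteria at 3.01% of the probes, at 0.663% without the 3 arrays of low correlation, at 0.213% with the position correction as well and at 0.0592% with a z test. The first pair of these shares are higher than the bound quoted from the study above, and the others are lower. At 24 months the share was 0.178%, 0.308% without the 3 arrays of low correlation, 0.249% with the position correction and 0.201% with both. It was 0.616% with a z test and 0.864% with the array set as a block. In females alone, whose ages were alike on both diets, it was 4.64%, and 2.79% with a z test. There it was 1.55% without the 3 arrays and 0.888% with the position correction as well. The shares up to 0.308% are lower than that bound and the others are higher, so at both ages the direction depends on the setting.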
